A study of Homo sapiens with 51 samples.

How the data were processed

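Gene expression was measured by RNA sequencing in gastrocnemius biopsies from 15 healthy adults (HA), 20 people with intermittent claudication (IC) and 16 people with critical limb ischemia (CLI), 51 libraries in 3 groups with 1 library per person. Per the labels' protocols, percutaneous biopsies were flash frozen, total RNA was extracted with a column kit, and stranded poly(A)-selected libraries were sequenced as paired ends. Per the submitters' processing notes, reads were aligned to hg19 with Bowtie2 2.1.0, quantified per gene with RSEM 1.2.15 and normalized with edgeR, whose version is not given in the sources used here. How reads were trimmed or filtered before alignment is likewise not given in the sources used here. The labels used here hold no batch, pairing or covariate, so none entered a model.

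The table deposited by the authors holds 1 value per gene and library, whose unit is recorded here as signal because the values differ from counts relative to library size (CPM) scaled once by TMM (trimmed mean of M values), the unit the design had assumed. Dividing each library by a single factor turned 100% of its values into whole numbers (within 0.001, largest distance 0.00033), and these whole numbers were taken as the reads per gene. TMM factors computed from those reads gave a deposited factor equal to CPM divided by the TMM factor squared (slope 2 on the log scale, ratio 1 in the libraries with the smallest and the largest ratio), so the deposited values carry the TMM correction once more than CPM scaled by TMM do. All values reported here are CPM from the recovered reads with TMM applied 1 time, called scaled CPM. The values exactly as deposited were kept as an added alternative.

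Of 25343 genes in the table, 28 with symbols turned into dates were kept under a combined name and are not named in the text, and 108 (the X inactivation transcripts and genes of the Y chromosome) were left out. Of the symbols, 95.6% were found in the reference tables, from which transcript length and GC content were taken (longest GENCODE v29 transcript per gene name). The alignment and the reference rest on different genome builds, so no coordinates are given. A gene was tested when its value was at least 1 in at least 15 libraries, which left 14160 genes. None of the 13 mitochondrially encoded protein genes in a list fixed for them was tested (0 of 13), so mitochondrial results concern nuclear genes.

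Library sizes ran from 9.27 to 17.1 M reads in HA (median 12.3), from 9.16 to 16.0 M reads in IC (median 12.6) and from 7.40 to 26.3 M reads in CLI (median 12.5). A single read is worth 0.0621 to 0.120 scaled CPM in HA libraries, 0.0671 to 0.136 in IC and 0.0342 to 0.122 in CLI, which sets the precision of low values. Pairs of libraries within a group were checked for duplicates. The smallest chi-square per degree of freedom among 415 pairs was 5.00, where copies of a library would give about 1.

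Values were analysed as log2 of scaled CPM plus 0.5 in R 4.3.3 with limma 3.58.1, as a fit of the 3 group means over all libraries with empirical Bayes moderation and a mean-variance trend. The 3 comparisons were IC against HA, CLI against HA and CLI against IC. A gene was called when its p, adjusted by Benjamini-Hochberg over all tested genes of a comparison, was under 0.05. Counts at an adjusted p under 0.01 and at a log2 fold change of at least 1 either way are given as stricter alternatives. Calls were also made with edgeR 4.0.16 (quasi-likelihood) on the recovered reads.

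Of 54 gene lists fixed in advance, 52 had at least 4 tested members and were tested with camera (preset correlation 0.01), which compares the members with all other genes, and again with an estimated correlation and with fry. Each list's members were also counted over all genes and adjusted over the list alone. The mean log2 of each list per library was compared between groups with a Welch 95% interval and 100000 permutations of the group labels, whose smallest possible p is 1e-05. Groups, lists, filter, thresholds, comparisons and alternative settings were fixed before the data were examined.

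Genes named in the text follow a rule fixed with the lists. Its parts are the 8 highest and 8 lowest log2 fold changes among called genes with a mean of at least 5, unnamed loci and small nucleolar RNAs left out, up to 4 members with the smallest p of each list described, and a short set of fixed genes (PPARGC1A, TFAM, CS, PDK4, VEGFA, MYH7, MYH2, MYH3, COL1A1, CDKN1A, GDF15, MT2A, FBXO32 and TRIM63). Of these, GDF15 did not pass the filter. Some genes that meet the rule are not reported here. Members of the platelet and aryl hydrocarbon receptor lists named among the additional observations were chosen after the comparisons had been seen.

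The settings changed in turn were the pseudocount (0.1 or 1), the filter (none, or a mean of at least 5), the scaling (plain CPM without TMM, median of ratios, quantile normalization, genes over 1% of a library left out, centring on muscle fibre transcripts), the fit (only the libraries compared, array weights, robust moderation, normal scores of ranks, the first residual principal component as a covariate, edgeR), the list test and the libraries, each left out in turn. Added after the data were seen were the values as deposited, all list results without CLI replicate 13 (with the estimated correlation as well), and centring on muscle fibre transcripts without that library. The value columns can be tied to a group but not to a single labelled sample, so replicate numbers only tell the libraries of a group apart. CLI replicate 13 holds almost no muscle fibre transcripts, and whether its biopsy held muscle is not given in the labels used here. It was kept in the main values because no exclusion had been fixed in advance. The shared HA libraries were addressed by 100 simulations without group effects and by 100 random splits of HA into 7 and 8 libraries, and each count of genes was set against 100 splits of the libraries compared, the real one included.

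The pipeline was tested on simulated data with 50 genes changed at each fold. Per comparison, limma called 39, 34 and 39 of 50 genes changed by 1.5-fold and 48, 46 and 47 of 50 changed by 2-fold (IC against HA, CLI against HA, CLI against IC), with 5.56%, 3.74% and 3.63% false calls. In data with no gene changed, 0 were called. For CLI against HA, limma called 187 genes in the simulated data with changed genes and 7035 in the real data. The simulated rates therefore need not hold for the real libraries. No value column was left unused (0 unused), and sex-linked transcripts, genome coordinates and raw reads were not used here.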

Results

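The labels place 15 libraries in the healthy adult group (HA), 20 in intermittent claudication (IC) and 16 in critical limb ischemia (CLI), all from the gastrocnemius with 1 library per person. The comparisons address how calf muscle transcription differs between health, exertional leg pain from narrowed arteries, and ischemia that threatens the limb. Values are scaled CPM, given as mean ± SD, and fold changes are on the log2 scale with a standard error where shown. Adjusted p is Benjamini-Hochberg, from limma for genes and from camera for lists.

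CLI libraries stood apart from HA and IC, and a single CLI library stood apart from all others. The first principal component held 36.3% of the variance and the second 10.03%. CLI replicate 13 lay at 186.6 on the first, where no other library passed 66.3. Its muscle fibre contractile core genes averaged 1.55 on the log2 scale, against 9.29 to 11.25 in the other CLI libraries, 11.22 to 11.78 in HA and 11.37 to 11.84 in IC. Its macrophage and monocyte genes averaged 7.41, against 2.1 to 4.88 in the other CLI libraries. The 10 most abundant genes took 23.0% ± 1.64 of reads in HA, 23.1% ± 1.75 in IC and 14.95% ± 3.45 in CLI. TMM factors averaged 0.924 in HA (range 0.789 to 1.07), 0.870 in IC (0.757 to 0.970) and 1.31 in CLI (1.03 to 1.90, highest in replicate 13). The split of calls into higher and lower therefore depends on the scaling and is given under several.

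**Figure D1:**
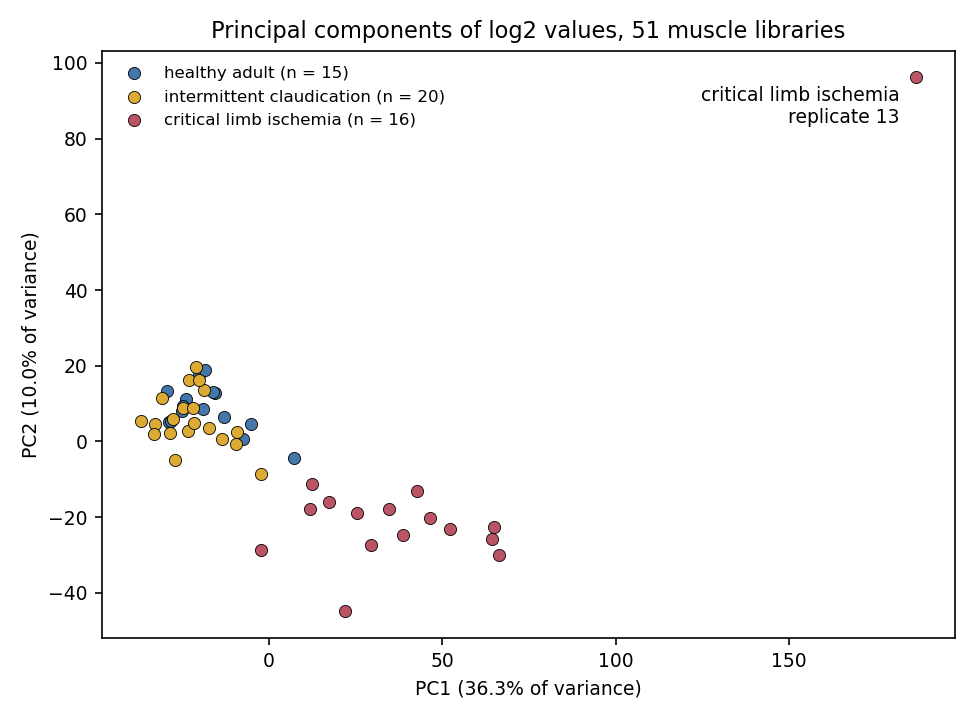
First against second principal component of the log2 values of 51 libraries (percent of variance on the axes), coloured by group, 1 point per library. CLI replicate 13, marked, lies at 186.6 on the first component.

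In IC against HA, transcripts of red blood cells were higher and several of stromal and mast cells lower. HBB, the beta chain of haemoglobin, averaged 342 ± 264 in HA (n = 15) and 1403 ± 917 in IC (n = 20). Its fold change was 2.23 ± 0.42 (limma adjusted p = 0.0025), with 20 of 20 IC libraries above the HA median. CYP1A1, an oxygenase induced through the aryl hydrocarbon receptor, rose from 0.161 ± 0.159 to 37.7 ± 56.4 (3.39 ± 0.69, adjusted p = 0.0063, 16 of 20 libraries). LYVE1, a hyaluronan receptor of lymphatic endothelium and resident macrophages, fell from 14.2 ± 6.05 to 4.81 ± 2.02 (-1.45 ± 0.25, adjusted p = 0.00074, 20 of 20 libraries).

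Of 14160 genes, 187 passed in IC against HA (83 higher, 104 lower, 32 by at least 2-fold), while 2017 had an unadjusted p under 0.05. Without CLI replicate 13, which is in neither group, 386 genes passed (181 higher, 205 lower). A fit to the HA and IC libraries alone gave 1187 (603 higher, 584 lower), and edgeR on the recovered reads gave 180. Higher genes were 44.4% of calls, against 14.2% with plain CPM, 15.97% with the most abundant genes left out and 70.2% with the values as deposited. Centring on muscle fibre genes (median of all genes -0.19) left 0 calls in limma (71 at an unadjusted p under 0.05), or 336 (23 higher, 313 lower) without CLI replicate 13.

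Other transcription factors and muscle genes passed as well. PITX1, which patterns the hindlimb, rose (2.02 ± 0.33, adjusted p = 0.0006, 20 of 20 libraries). SIM2, a helix-loop-helix factor, fell (-1.75 ± 0.29, adjusted p = 0.0006, 19 of 20). ANKRD1, a stretch-responsive protein of muscle, rose by 1.86 ± 0.45 (adjusted p = 0.022), and NPR3, the natriuretic peptide clearance receptor, by 1.56 (adjusted p = 0.01). GDNF, a trophic factor for motor neurons, rose by 1.57 (adjusted p = 0.045). It lost its call when any of 24 single libraries was left out (adjusted p up to 0.0751). PVALB, the calcium buffer of fast fibres, rose by 1.55 (adjusted p = 0.017). Downward, PRG4, the lubricant of gliding surfaces (-2.07, adjusted p = 0.019), and PCOLCE2, an enhancer of collagen maturation (-1.78, adjusted p = 0.0025), had the lowest fold changes. GSDMC, a pore-forming gasdermin, fell by 1.28 (adjusted p = 0.017).

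The red blood cell list rose as a whole, with 5 of 5 tested members passing over all genes and 5 adjusted over the list alone. Its median fold change was 2.23 (camera adjusted p = 1.73e-11, and adjusted p = 0.0232 with an estimated correlation), and its mean per library was 1.94 higher (95% interval 1.25 to 2.63). HBA1 (2.34, adjusted p = 0.00074) and HBA2 (2.35, adjusted p = 0.024) are so similar that their split of reads is uncertain. ALAS2, which starts haem synthesis in red cell precursors, rose by 1.41 (adjusted p = 0.024). SLC4A1, the red cell anion exchanger, rose by 1.36 (adjusted p = 0.0059). Of 11 lists called in this comparison (5 higher, 6 lower), this was the 1 list whose call was kept with an estimated correlation.

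Mast cell genes had 0 rises, 2 falls and 6 not passed over all genes, and 6 falls adjusted over the list alone (median -0.70, adjusted p = 2.15e-06). They were below the HA median in 19 of 20 libraries by mean, but had adjusted p = 0.227 with an estimated correlation. MS4A2, of the IgE receptor, fell by 0.72 (adjusted p = 0.028). The tryptase TPSB2, whose reads are shared with a near-identical paralog, fell by 1.08 (adjusted p = 0.027, but 0.0501 and 0.0543 without HA replicates 2 and 10). Complement genes had 0 rises, 1 fall and 17 not passed, and 6 falls adjusted over the list alone (median -0.36, adjusted p = 2.15e-06). They had adjusted p = 0.611 with an estimated correlation, and the fall was C1QB, of the recognition molecule C1q (-1.07, adjusted p = 0.028, 19 of 20 libraries). Macrophage and monocyte genes had 0 rises, 2 falls and 20 not passed, or 2 rises and 7 falls adjusted over the list alone. Their median was -0.32 (adjusted p = 0.000652, but adjusted p = 0.996 with an estimated correlation).

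Fibroblast genes had 0 rises, 2 falls and 17 not passed, and 6 falls adjusted over the list alone. Their median was -0.28 (adjusted p = 5.02e-05, but adjusted p = 0.807 with an estimated correlation). FBN1, the microfibril protein fibrillin, fell by 1.03 (adjusted p = 0.023), and the tenascin TNXB by 0.66 (adjusted p = 0.02). The fibulin FBLN2 fell by 0.52 (adjusted p = 0.042, and up to 0.0737 in 22 fits that leave out 1 library). EMCN, an endothelial sialomucin, fell by 0.53 (adjusted p = 0.029, but up to 0.0558 without HA replicate 5, 8, 11 or 12). The endothelial list was not called (median -0.15, adjusted p = 0.121). Pericyte and smooth muscle genes had 15 not passed and 4 falls adjusted over the list alone. Their median was -0.18 (adjusted p = 0.0272, but adjusted p = 0.811 with an estimated correlation).

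Denervation and neuromuscular junction genes were higher, with 2 rises, 0 falls and 17 not passed, and 8 rises adjusted over the list alone. The list holds genes of the junction itself beside genes induced by denervation, so its rise alone does not show denervation. Their median was 0.48 (adjusted p = 5.93e-05, but adjusted p = 0.807 with an estimated correlation), and their mean per library was 0.55 higher (0.28 to 0.82, 20 of 20 libraries). CHRNE, the adult epsilon subunit of the acetylcholine receptor, rose by 1.25 (adjusted p = 0.015). RUNX1, a transcription factor induced by denervation, did not pass (0.93, adjusted p = 0.064). It did without CLI replicate 13, HA replicate 2 or IC replicate 19 (adjusted p = 0.0328, 0.0173 and 0.0329).

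Neutrophil genes had 7 not passed and 3 rises adjusted over the list alone. Their median was 0.70 (adjusted p = 0.000927, but adjusted p = 0.611 with an estimated correlation). CSF3R, the receptor of the granulocyte growth factor, did not pass (1.25, adjusted p = 0.06). It did in 5 fits that leave out 1 library (HA replicate 11, IC replicates 6 and 19, CLI replicates 11 and 13, adjusted p 0.0181 to 0.0474). Interferon response genes had 0 rises, 1 fall and 19 not passed, and 1 fall adjusted over the list alone. Their median was -0.19 (adjusted p = 0.00489, but adjusted p = 0.996 with an estimated correlation). The fall was GBP1, a guanylate-binding protein (-0.67, adjusted p = 0.038, and up to 0.0764 in 12 fits that leave out 1 library).

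Fast sarcomere genes had 1 rise and 13 not passed, with 1 adjusted over the list alone. Their median was 0.38 (adjusted p = 0.0245, but adjusted p = 0.996 with an estimated correlation). ACTN3, the fast-fibre actinin, did not pass (1.87, adjusted p = 0.29). Insulin and glucose handling genes had a median of 0.15 that turned to -0.04 relative to muscle fibre genes. None of the 19 passed, 2 rose and 1 fell adjusted over the list alone, and the list had adjusted p = 0.0275, or adjusted p = 0.996 with an estimated correlation. The muscle fibre contractile core was not called by camera (median 0.16, adjusted p = 0.367). Its mean per library was 0.19 higher (0.10 to 0.27, permutation adjusted p = 0.00333). Without CLI replicate 13 camera called it (adjusted p = 0.00624), along with glycolysis, collagens and proteases (adjusted p = 0.0285 each). Without that library, collagens had adjusted p = 0.987 with an estimated correlation, and the other 3 adjusted p = 0.874.

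Nuclear mitochondrial lists were not called between IC and HA. Complex I subunits had a median of -0.03 (adjusted p = 0.817) and a mean per library of -0.02 (-0.16 to 0.11), and complex IV subunits a median of -0.06 (adjusted p = 0.713). Relative to the muscle fibre core, which was higher in IC, the complex I mean was -0.21 (-0.38 to -0.04, permutation adjusted p = 0.0407), and the complex IV median -0.25. PPARGC1A, the coactivator that drives mitochondrial gene expression, did not pass (0.19, adjusted p = 0.81). Neither did CS, citrate synthase (0.05, adjusted p = 0.93), or VEGFA, the vascular growth factor (0.19, adjusted p = 0.70). Hypoxia response genes had a median of 0.00 (adjusted p = 0.993). PDK4, which restrains pyruvate oxidation (1.05, adjusted p = 0.26), and MYH3, embryonic myosin (1.23, adjusted p = 0.28), did not pass either.

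**Figure D2:**
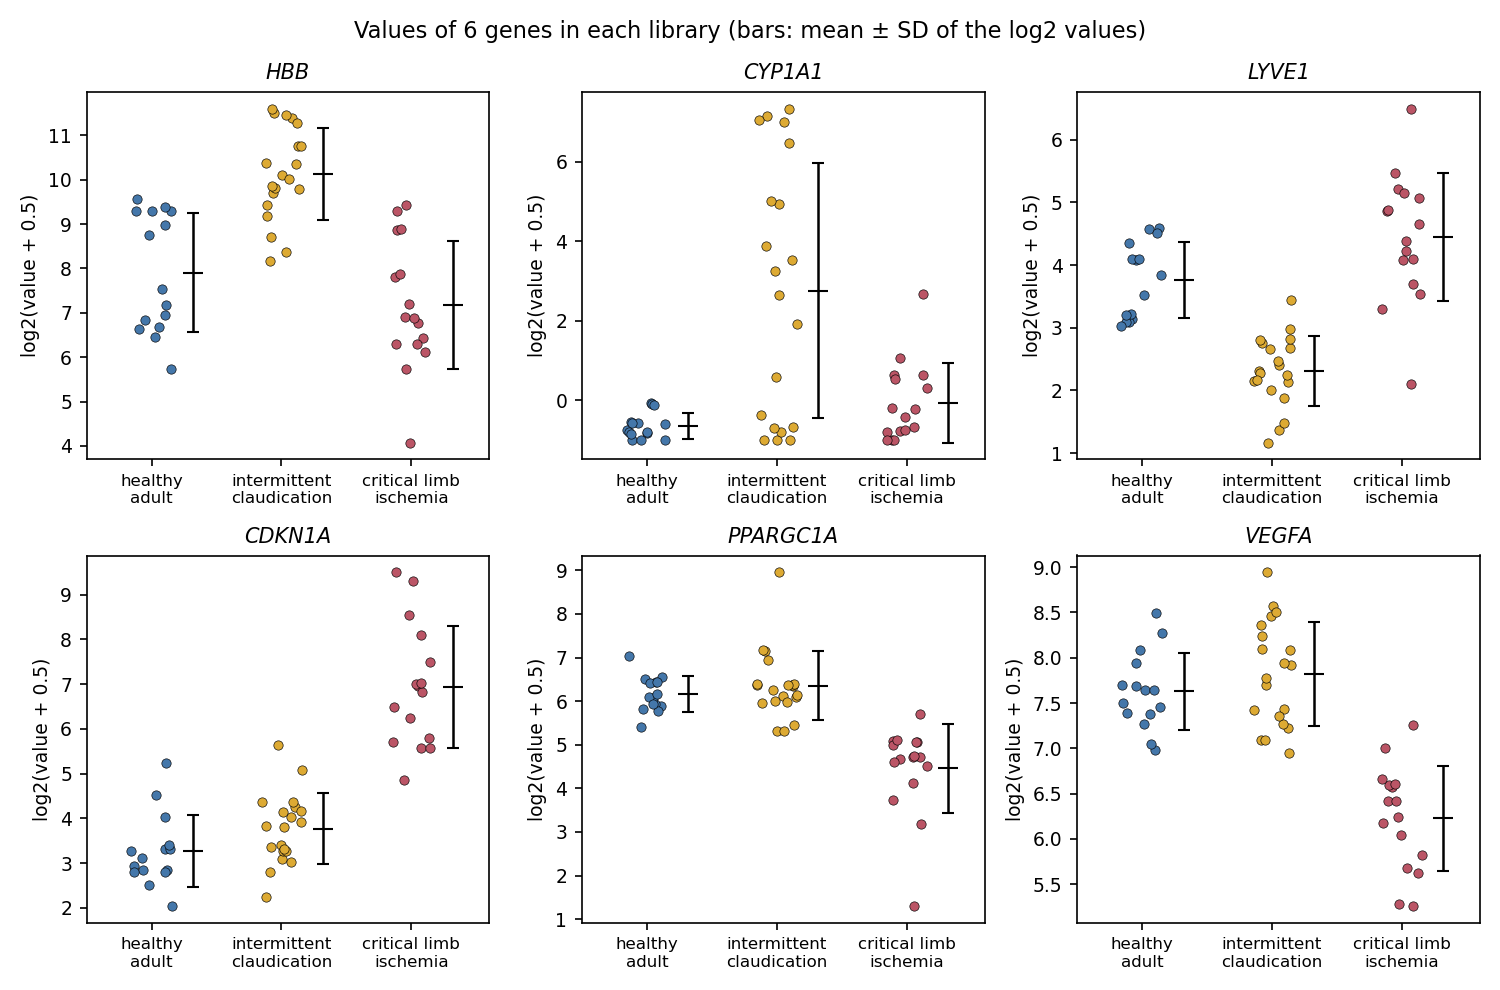
Log2 of scaled CPM plus 0.5 for HBB, CYP1A1, LYVE1, CDKN1A, PPARGC1A and VEGFA, 1 point per library in HA, IC and CLI, with bars for mean ± SD. HBB averaged 342 in HA, 1403 in IC and 224 in CLI.

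In CLI against HA, genes of the immediate early and growth arrest responses were higher and genes of oxidative metabolism and slow fibres lower. FOSB, an immediate early transcription factor, rose from 0.891 ± 0.529 in HA (n = 15) to 76.4 ± 94.4 in CLI (n = 16), by 4.66 ± 0.55 (limma adjusted p = 1.2e-09, 16 of 16 libraries). CDKN1A, the cell cycle inhibitor p21, rose from 10.9 ± 8.64 to 192 ± 211 (3.67 ± 0.35, adjusted p = 5.6e-12, 16 of 16). NDUFA9, a complex I subunit, fell from 152 ± 25.8 to 52.5 ± 16.1 (-1.58 ± 0.12, adjusted p = 4.7e-14, 16 of 16). VEGFA fell from 206 ± 65.1 to 80.3 ± 31.7 (-1.40 ± 0.19, adjusted p = 2.9e-08, 16 of 16). Relative to muscle fibre genes, NDUFA9 lay at -0.20 and VEGFA at -0.017, or at -0.68 and -0.65 without CLI replicate 13. On that scale complex I, the tricarboxylic acid cycle and fatty acid oxidation had medians of 0.24, 0.27 and 0.50. Complex IV and slow sarcomere genes had medians of -0.031 and -0.54. Without CLI replicate 13 these medians, in this order, were -0.19, -0.15, 0.032, -0.45 and -0.54. No list called in this comparison kept its call with an estimated correlation.

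Calls covered 7035 of 14160 genes (3613 higher, 3422 lower, 1156 by at least 2-fold). Higher genes were 51.4% of calls, with a median of all genes of 0.02. With plain CPM they were 90.1% (median 0.47), with the most abundant genes left out 79.7% (0.27), and with the values as deposited 9.02% (-0.42). Relative to muscle fibre genes they were 11773 of 11818 calls (1.40), or 12249 of 12539 (0.85) without CLI replicate 13 as well. Camera called 28 lists (13 higher, 15 lower), and 0 with an estimated correlation (10 at an unadjusted p under 0.05). The fry test, which does not compare a list with other genes, called 37.

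The other highest fold changes included CHI3L1, a glycoprotein of activated macrophages (3.95, adjusted p = 1.3e-08), and PLA2G2A, a secreted phospholipase (3.74, adjusted p = 1.1e-06). COL19A1, a collagen of differentiating muscle, rose by 3.72 (adjusted p = 3e-09, 15 of 16 libraries). The acute phase genes SAA1 and SAA2 (4.56 and 3.93) are near-identical paralogs whose split is uncertain. Immediate early genes had 16 rises, 1 fall and 4 not passed (median 0.99, adjusted p = 8.66e-06, but adjusted p = 0.293 with an estimated correlation). Their mean per library was 1.35 higher (0.87 to 1.83, 16 of 16 libraries). They included FOS (3.85), EGR1 (3.32, adjusted p = 4.5e-08) and CYR61, a matrix-associated growth regulator (2.44).

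Targets of p53 had 12 rises, 1 fall and 4 not passed (median 0.57, adjusted p = 4.95e-05, but adjusted p = 0.116 with an estimated correlation). GADD45A, a growth arrest gene, rose by 2.77 ± 0.24 (adjusted p = 4.5e-13), and BBC3, which promotes apoptosis, by 2.1 (adjusted p = 1e-12). Denervation and neuromuscular junction genes had 10 rises, 4 falls and 5 not passed (median 0.76, adjusted p = 0.0103, but adjusted p = 0.588 with an estimated correlation). RUNX1 rose by 3.43 (adjusted p = 1.6e-13).

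Complex I fell in 37 of 37 tested members (37 adjusted over the list alone), with a median of -1.14 that turned to 0.24 relative to muscle fibre genes. It had a camera adjusted p = 1.49e-26, but adjusted p = 0.116 with an estimated correlation. Its mean per library was -1.12 (-1.44 to -0.81), below the HA median in 16 of 16 libraries. Relative to the muscle fibre core that mean was 0.26, or -0.20 without CLI replicate 13. Complexes II and III fell in 13 of 13 (median -1.26, but 0.13 relative to muscle fibre genes, adjusted p = 1.37e-13). Complex IV fell in 13 of 13 (-1.42, but -0.031 relative to muscle fibre genes, adjusted p = 9.43e-13) and ATP synthase in 17 of 17 (-1.07, but 0.31 relative to muscle fibre genes, adjusted p = 2.91e-14). All 3 had adjusted p = 0.116 with an estimated correlation. Medians relative to muscle fibre genes were negative without CLI replicate 13, at -0.19 for complex I, -0.32 for complexes II and III, -0.45 for complex IV and -0.19 for ATP synthase. Members included SDHB of complex II (-1.48), COX5B of complex IV (-1.57) and ATP5G3 of ATP synthase (-1.67, adjusted p = 1.5e-11), at -0.098, -0.18 and -0.29 relative to muscle fibre genes. In the same libraries the muscle fibre core fell by 1.38 in mean per library (-2.63 to -0.14), or by 0.82 without CLI replicate 13. Macrophage genes were 1.59 higher (0.95 to 2.23).

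The tricarboxylic acid cycle had 21 falls and 1 not passed (median -1.11, but 0.27 relative to muscle fibre genes, adjusted p = 5.06e-17). Fatty acid oxidation had 22 falls and 1 not passed (-0.88, but 0.50 relative to muscle fibre genes, adjusted p = 9.43e-13). Both had adjusted p = 0.116 with an estimated correlation. Relative to muscle fibre genes and without CLI replicate 13, their medians were -0.15 and 0.032. CS fell from 581 ± 114 to 318 ± 99.8 (-0.94, adjusted p = 6.9e-07, but 0.45 relative to muscle fibre genes, or 0.0079 without CLI replicate 13). SUCLG1, of succinyl-CoA ligase, fell by 1.36 (but 0.02 relative to muscle fibre genes, or -0.46 without CLI replicate 13). ACAT1, a mitochondrial thiolase, fell by 1.77 (adjusted p = 1.2e-11, but -0.39 relative to muscle fibre genes, or -0.79 without CLI replicate 13). FABP3, the fatty acid carrier of muscle, fell from 806 ± 287 to 152 ± 116 (-2.79, adjusted p = 2.5e-10).

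The mitochondrial ribosome had 73 falls and 3 not passed, and 74 falls adjusted over the list alone (median -0.63, but 0.76 relative to muscle fibre genes, adjusted p = 1.49e-26). MRPL34 of this ribosome fell by 1.32 (but 0.06 relative to muscle fibre genes, or -0.46 without CLI replicate 13). Protein import had 17 falls and 5 not passed (median -0.48, but 0.91 relative to muscle fibre genes, adjusted p = 1.59e-08). Mitochondrial dynamics had 1 rise, 17 falls and 2 not passed (-0.64, but 0.75 relative to muscle fibre genes, adjusted p = 6.7e-08). Each of these 3 had adjusted p = 0.116 with an estimated correlation. Their medians relative to muscle fibre genes were 0.23, 0.37 and 0.26 without CLI replicate 13. Biogenesis regulators had 7 falls and 11 not passed (median -0.22, but 0.25 with plain CPM, adjusted p = 0.00522). This list had adjusted p = 0.326 with an estimated correlation. PPARGC1A fell from 74.0 ± 21.9 to 25.3 ± 11.7 (-1.71 ± 0.27, adjusted p = 1.2e-06, 16 of 16 libraries), and its muscle partner PERM1 by 3.15 (adjusted p = 6.2e-08). Relative to muscle fibre genes PPARGC1A and PERM1 lay at -0.32 and -1.77, or at -0.68 and -1.99 without CLI replicate 13. ESRRA, an orphan nuclear receptor, fell by 1.05 (but 0.33 relative to muscle fibre genes, or -0.14 without CLI replicate 13). TFAM, the mitochondrial transcription factor, did not pass (-0.25, adjusted p = 0.13), but did without CLI replicate 14 (adjusted p = 0.0181).

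Slow sarcomere genes had 14 falls and 1 not passed, and 15 falls adjusted over the list alone (median -1.93, adjusted p = 5.09e-05). They had adjusted p = 0.526 with an estimated correlation. MYH7, slow myosin, fell from 20291 ± 5437 to 8240 ± 5737 (-2.14 ± 0.60, adjusted p = 0.0025, 15 of 16 libraries). MYL3, a slow myosin light chain, fell from 1917 ± 490 to 427 ± 328 (-3.02, adjusted p = 1.4e-06), and the tropomyosin TPM3 by 1.88. The contractile core shared by all fibres had 13 falls and 7 not passed, and 17 falls adjusted over the list alone (median -1.23, adjusted p = 0.000717). It had adjusted p = 0.636 with an estimated correlation. ACTA1, skeletal actin, fell from 62616 ± 10529 to 24177 ± 16591 (-2.34 ± 0.68, adjusted p = 0.0037, 16 of 16). TCAP, of the Z disc, fell from 5090 ± 450 to 1614 ± 962 (-2.40, adjusted p = 9.1e-05). Excitation-contraction coupling had 12 falls and 9 not passed (median -0.93, but 0.46 relative to muscle fibre genes, or 0.35 without CLI replicate 13, adjusted p = 0.00234). It had adjusted p = 0.636 with an estimated correlation, and held CASQ1 (-1.81) and ATP2A2 (-1.64), which store and pump calcium. Without CLI replicate 13, which holds almost no muscle fibre transcripts, MYH7 fell by 1.47 (adjusted p = 1.7e-06), ACTA1 by 1.64 and TCAP by 1.81. Relative to all other genes the core fell by 1.39 and coupling by 0.91, or by 0.84 and 0.54 without CLI replicate 13.

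Fast sarcomere genes were not called as a list (1 rose, 6 fell, 7 not passed, 10 adjusted over the list alone, adjusted p = 0.0524). MYH2, fast myosin, fell by 2.20 ± 0.60 (adjusted p = 0.0019), or by 1.57 without CLI replicate 13 (adjusted p = 9.2e-05). Embryonic myosin MYH3 rose by 1.65 (adjusted p = 0.014). Its developmental fibre list was called without CLI replicate 13 (adjusted p = 0.000967, but adjusted p = 0.222 with an estimated correlation) and otherwise not (adjusted p = 0.0532). Of the ubiquitin ligases of atrophy, TRIM63 fell by 1.26 (adjusted p = 0.0089, but 0.12 relative to muscle fibre genes). It fell by 0.83 without CLI replicate 13, and then lay at -0.010 relative to muscle fibre genes. FBXO32 did not pass (-0.34, adjusted p = 0.36).

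Glycolysis and glycogen use had 4 rises, 18 falls and 3 not passed (median -0.90, but 0.48 relative to muscle fibre genes, or -0.042 without CLI replicate 13, adjusted p = 0.000349). It had adjusted p = 0.291 with an estimated correlation. HK2, the hexokinase of muscle (-2.00), and SLC2A4, the insulin-regulated glucose carrier (-1.78), fell. Relative to muscle fibre genes HK2 and SLC2A4 lay at -0.62 and -0.40, or at -1.35 and -0.54 without CLI replicate 13. PFKP, the platelet-type phosphofructokinase, rose by 1.61 (adjusted p = 5.1e-08). PDK4 rose by 2.21 ± 0.47 (adjusted p = 0.00012, 15 of 16 libraries), and ANGPTL4, an inhibitor of lipoprotein lipase, by 2.83 (adjusted p = 4.7e-07). Proteasome subunits had 25 falls and 6 not passed, and 26 falls adjusted over the list alone (median -0.33, but 0.15 with plain CPM, adjusted p = 2.27e-07). Their call was lost at adjusted p = 0.382 with an estimated correlation. PSMD7 of the proteasome fell by 0.62 (but 0.77 relative to muscle fibre genes, or 0.25 without CLI replicate 13). Among the lowest fold changes were C3orf43, a gene of little-known function (-3.44, adjusted p = 7.5e-10), and CA14, a membrane carbonic anhydrase (-3.41, adjusted p = 1e-08). AQP4, the fast-fibre water channel (-2.92), COQ10A, which binds coenzyme Q (-2.79), and EXTL1, a glycosyltransferase (-2.79), followed.

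Macrophage and monocyte genes rose in 22 of 22 tested members (median 1.5, adjusted p = 1.96e-10, but adjusted p = 0.291 with an estimated correlation). Their mean per library was 1.59 higher, or 1.37 without CLI replicate 13. CD68, a lysosomal macrophage protein, rose from 10.97 ± 5.83 to 78.0 ± 142 (2.11, adjusted p = 6.8e-08). CD4 rose by 1.36 (adjusted p = 2.9e-06). F13A1, a clotting factor subunit made by tissue macrophages, rose by 2.50 (adjusted p = 5.5e-10). Complement genes had 16 rises and 2 falls (median 1.32, adjusted p = 4.36e-06, but adjusted p = 0.291 with an estimated correlation). C1QA rose by 1.65 (adjusted p = 1.3e-08) and C7, of the membrane attack complex, by 2.58. C4A rose by 2.34, with an uncertain split from its paralog.

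Antigen presentation genes had 15 rises and 4 not passed (median 0.49, adjusted p = 0.000309), including HLA-DRA (0.76, adjusted p = 0.0002). T and natural killer cell genes had 8 rises and 5 not passed, and 9 rises adjusted over the list alone (median 0.71, adjusted p = 0.0078). Both lists had adjusted p = 0.526 with an estimated correlation. Cytokines had 7 rises and 4 not passed, and 8 rises adjusted over the list alone (median 0.73, adjusted p = 0.00332, but adjusted p = 0.295 with an estimated correlation). Relative to all other genes the cytokines rose by 0.80, or by 0.66 without CLI replicate 13. Mast cell genes had 6 rises and 2 not passed (median 0.63, adjusted p = 0.0398, but adjusted p = 0.537 with an estimated correlation). They were not called without CLI replicate 13 (adjusted p = 0.0774). The tryptase TPSAB1 rose by 1.13 (adjusted p = 0.00043), with an uncertain split from its paralog.

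Collagens had 16 rises, 0 falls and 6 not passed, and 19 rises adjusted over the list alone (median 0.85, adjusted p = 5.09e-05). The collagens had adjusted p = 0.537 with an estimated correlation. COL1A1, of collagen I, rose from 54.7 ± 32.2 to 447 ± 792 (1.98 ± 0.39, adjusted p = 3.5e-05, 16 of 16 libraries). LOX, which crosslinks collagen, rose by 1.72 (adjusted p = 2.3e-06). Matrix proteases had 11 rises and 8 not passed, or 12 rises and 1 fall adjusted over the list alone (median 0.74, adjusted p = 0.000182). These proteases had adjusted p = 0.434 with an estimated correlation and included MMP14 (1.45, adjusted p = 8e-08). Basement membrane genes had 8 rises and 5 not passed (median 0.42, but -0.05 with the values as deposited, adjusted p = 0.0382). Adipocyte genes had 10 rises, 2 falls and 5 not passed (median 1.09, adjusted p = 0.0474). These lists had adjusted p = 0.636 and 0.692 with an estimated correlation, and neither was called without CLI replicate 13 (adjusted p = 0.0756 and 0.0697). ADIPOQ, adiponectin, rose by 1.71 (adjusted p = 0.0021), and FASN, fatty acid synthase, by 2.19 (adjusted p = 3.4e-08).

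Endothelial genes were not called (3 rose, 2 fell, 14 not passed, median -0.18, adjusted p = 0.796). Their mean per library was -0.01 (-0.33 to 0.30), and 1.37 relative to the muscle fibre core, or 0.75 without CLI replicate 13. PLVAP, of fenestrated endothelium, rose by 1.18 (adjusted p = 0.00036). FLT1, a VEGF receptor, fell by 0.65 (adjusted p = 0.0012, but 0.74 relative to muscle fibre genes, or 0.072 without CLI replicate 13). Pericyte and smooth muscle genes were not called either (3 rose, 4 fell, 8 not passed, adjusted p = 0.352). CSPG4, a pericyte proteoglycan, rose by 1.32 (adjusted p = 1.1e-07). RGS5, a pericyte signalling regulator, fell by 1.16 (adjusted p = 7.3e-06, but 0.23 relative to muscle fibre genes, or -0.14 without CLI replicate 13). Cytosolic ribosome genes were not called (3 rose, 11 fell, 61 not passed, median -0.13, adjusted p = 0.133), while RPL3 rose by 0.92 (adjusted p = 4.6e-07). MT2A, a metallothionein, rose by 1.72 (adjusted p = 7.2e-06, 15 of 16 libraries).

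**Figure D3:**
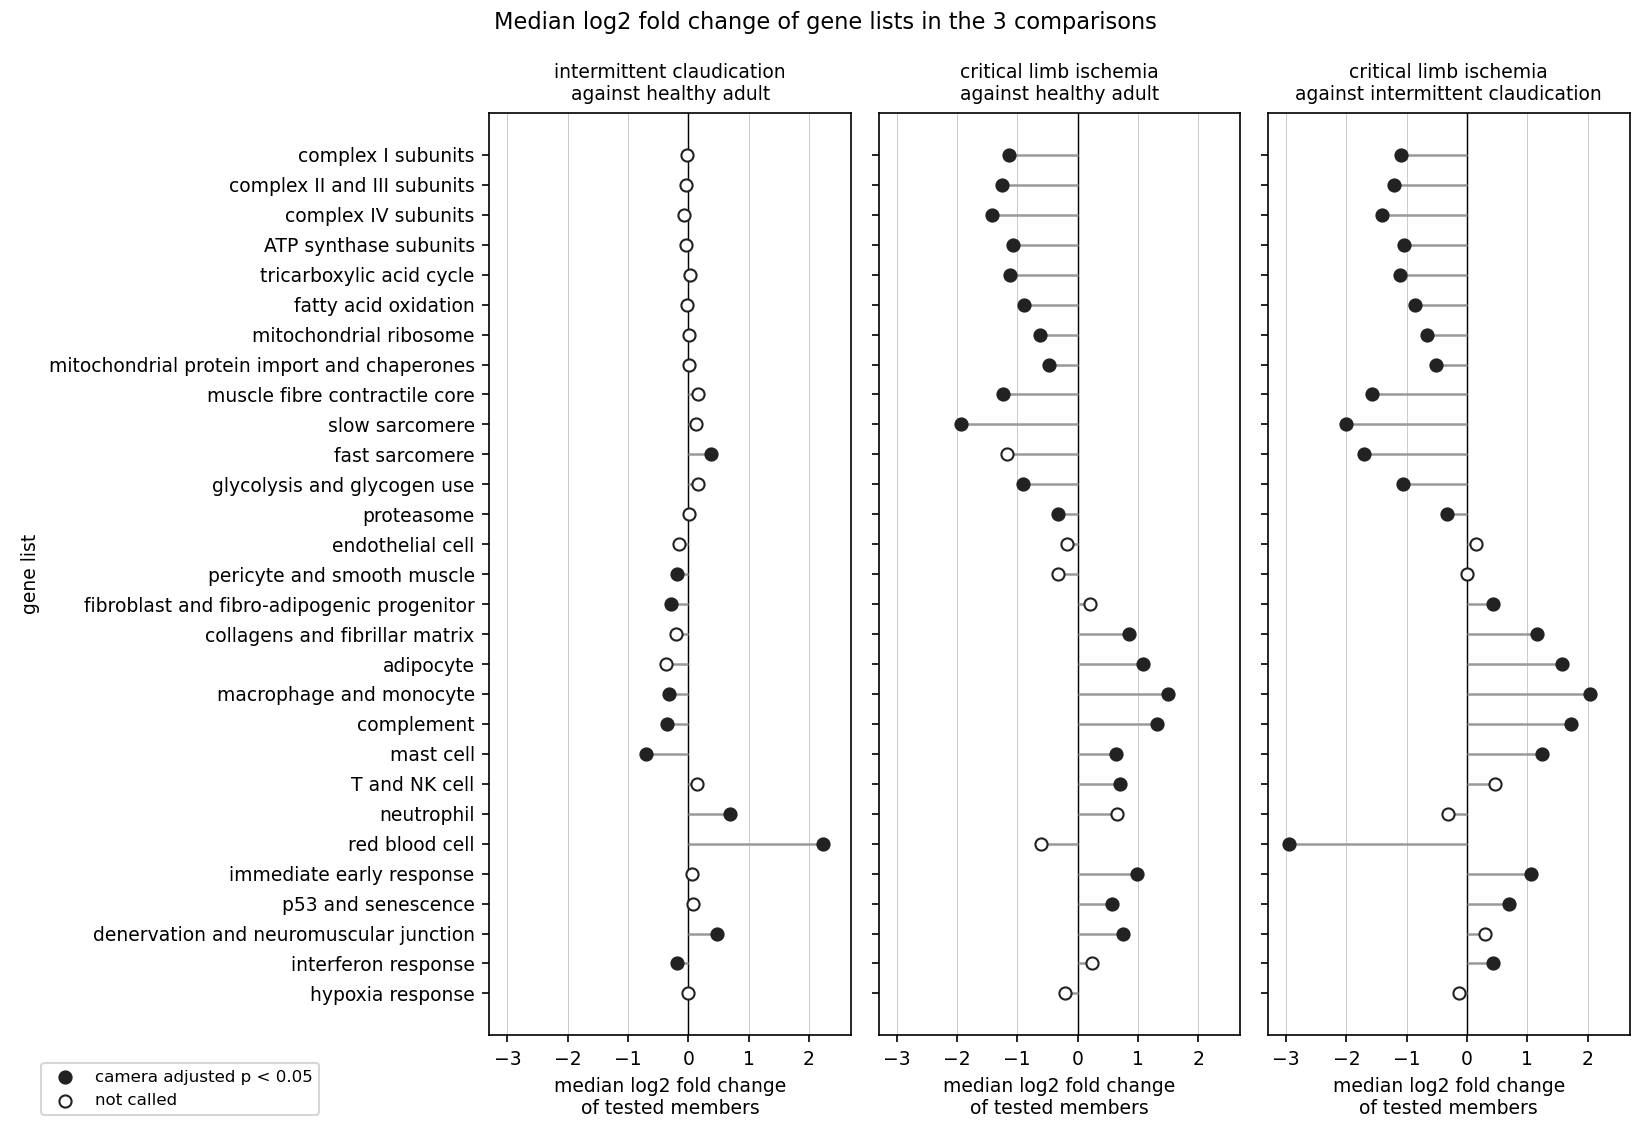
Median log2 fold change over the members of 29 gene lists in the 3 comparisons, with filled points where the camera adjusted p was under 0.05. Complex I subunits lay at -0.03 in IC against HA, -1.14 in CLI against HA and -1.09 in CLI against IC.

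CLI against IC asks what separates limb-threatening ischemia from claudication, and here red blood cell transcripts joined the lower genes. PLA2G2A rose by 4.68 ± 0.56 (limma adjusted p = 9.9e-10, 16 CLI and 20 IC libraries), and NNMT, which methylates nicotinamide, by 3.18 ± 0.35 (adjusted p = 1.4e-10). C1QB rose from 4.86 ± 2.44 to 52.4 ± 63.0 (2.85 ± 0.26, adjusted p = 1.5e-12, 16 of 16 libraries). HBB fell from 1403 ± 917 to 224 ± 215 (-2.95 ± 0.41, adjusted p = 3.6e-08). NMRK2, a muscle kinase that makes NAD precursors, fell by 3.51 (adjusted p = 4.3e-09).

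The count was 7911 genes (4152 higher, 3759 lower, 1262 by at least 2-fold). Higher genes were 52.5% of calls (median of all genes 0.04). With plain CPM they were 91.5% (0.56), with the most abundant genes left out 83.4% (0.36), and with the values as deposited 8.18% (-0.49). Relative to muscle fibre genes they were 12944 of 12990 (1.61), or 13032 of 13216 (1.05) without CLI replicate 13 as well. Camera called 32 lists (13 higher, 19 lower), 0 of them with an estimated correlation (14 at an unadjusted p under 0.05), while fry called 38.

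Among the highest fold changes were FOSB (4.35 ± 0.51, adjusted p = 6.5e-10), CHI3L1 (3.64), CDKN1A (3.16, adjusted p = 2.3e-11) and FOS (3.12). SFRP2, a secreted Wnt modulator (3.40, adjusted p = 6.7e-10), and CP, the copper oxidase ceruloplasmin (2.99, adjusted p = 1.2e-12), were others. Immediate early genes had 16 rises, 1 fall and 4 not passed, or 16 rises and 2 falls adjusted over the list alone (median 1.06, adjusted p = 5.09e-05). They had adjusted p = 0.297 with an estimated correlation, with EGR1 at 2.91 and SOCS3, a brake on cytokine signalling, at 1.89. Targets of p53 had 13 rises, 1 fall and 3 not passed (median 0.70, adjusted p = 0.000223), and cytokines 8 rises and 3 not passed (1.04, adjusted p = 0.00187). These had adjusted p = 0.134 and 0.252 with an estimated correlation.

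Red blood cell genes fell in 5 of 5 tested members (median -2.95, adjusted p = 0.00211, but adjusted p = 0.297 with an estimated correlation). Their mean per library was -2.43 (-3.20 to -1.65), below the IC median in 16 of 16 libraries. HBA1 (-2.95 ± 0.39) and HBA2 (-4.21 ± 0.57), whose split is uncertain, were among the lowest of all genes.

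Complex I fell in 37 of 37 tested members (median -1.09, but 0.48 relative to muscle fibre genes, adjusted p = 3.29e-24). Its mean per library was -1.10 (-1.42 to -0.79). Complexes II and III fell in 13 of 13 (-1.22, but 0.36 relative to muscle fibre genes, adjusted p = 3.17e-12). Complex IV fell in 13 of 13 (-1.40, but 0.17 relative to muscle fibre genes, adjusted p = 1.96e-11). ATP synthase fell in 17 of 17 (-1.05, but 0.52 relative to muscle fibre genes, adjusted p = 9.19e-13). Each of these lists had adjusted p = 0.134 with an estimated correlation. Relative to muscle fibre genes, and without CLI replicate 13, the medians in this order were 0.030, -0.068, -0.27 and 0.055. The mitochondrial ribosome had 72 falls and 4 not passed (-0.67, but 0.90 relative to muscle fibre genes, adjusted p = 1.86e-25). The tricarboxylic acid cycle had 21 falls and 1 not passed (-1.11, but 0.46 relative to muscle fibre genes, adjusted p = 1.87e-16). Fatty acid oxidation had 21 falls and 2 not passed (-0.86, but 0.71 relative to muscle fibre genes, adjusted p = 8.3e-12). These also had adjusted p = 0.134 with an estimated correlation. Relative to muscle fibre genes their medians without CLI replicate 13 were 0.37, -0.0077 and 0.25.

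Protein import had 19 falls and 3 not passed (median -0.52, but 0.04 with plain CPM), and dynamics 1 rise, 16 falls and 3 not passed (-0.65, but 0.92 relative to muscle fibre genes, or 0.40 without CLI replicate 13). Both had adjusted p = 0.134 with an estimated correlation. Biogenesis regulators had 1 rise, 8 falls and 9 not passed (-0.20, but 0.32 with plain CPM, adjusted p = 0.0064, and adjusted p = 0.297 with an estimated correlation). NDUFA9 fell by 1.59 (adjusted p = 2.5e-15, but -0.015 relative to muscle fibre genes, or -0.50 without CLI replicate 13). PPARGC1A fell by 1.90 (-0.33 relative to muscle fibre genes), and COX5B by 1.52 (but 0.06 relative to muscle fibre genes, or -0.38 without CLI replicate 13). CS fell by 0.99 (adjusted p = 3.5e-08, but 0.58 relative to muscle fibre genes, or 0.15 without CLI replicate 13), while TFAM did not pass (-0.10, adjusted p = 0.5). VEGFA fell by 1.59 (adjusted p = 1.4e-10, but -0.020 relative to muscle fibre genes, or -0.66 without CLI replicate 13), and SLC38A3, a glutamine carrier, by 3.08 (adjusted p = 1.1e-11).

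The contractile core had 17 falls and 3 not passed, and 19 falls adjusted over the list alone (median -1.57, adjusted p = 0.000134). It had adjusted p = 0.531 with an estimated correlation. Its mean per library was -1.57, or -1.0 without CLI replicate 13. Slow sarcomere genes fell in 15 of 15 (median -2.00, adjusted p = 1.49e-05), and fast sarcomere genes in 10 with 4 not passed (-1.71, adjusted p = 0.00238). These had adjusted p = 0.357 and 0.52 with an estimated correlation. MYH7 fell by 2.36 (adjusted p = 0.00035) and MYH2 by 2.7 (adjusted p = 5.6e-05), or by 1.68 and 2.07 without CLI replicate 13. Excitation-contraction coupling had 1 rise, 16 falls and 4 not passed (median -1.01, but 0.56 relative to muscle fibre genes, or 0.51 without CLI replicate 13, adjusted p = 0.000903). It had adjusted p = 0.531 with an estimated correlation. Relative to all other genes the core fell by 1.59 and coupling by 0.99, or by 1.04 and 0.62 without CLI replicate 13. ATP2A1, the fast-fibre calcium pump, fell by 2.26 (adjusted p = 0.00073), or by 1.66 without CLI replicate 13.

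Glycolysis had 3 rises, 20 falls and 2 not passed (median -1.06, but 0.51 relative to muscle fibre genes, or 0.074 without CLI replicate 13, adjusted p = 2.67e-05). It had adjusted p = 0.166 with an estimated correlation and held PHKA1, of phosphorylase kinase (-2.07). Insulin and glucose handling had 1 rise, 11 falls and 7 not passed, or 1 rise and 12 falls adjusted over the list alone. Its median was -0.41, but 0.16 with plain CPM (adjusted p = 0.00929, and adjusted p = 0.357 with an estimated correlation). TBC1D1, a brake on glucose uptake, fell by 1.43 (adjusted p = 1e-10, but 0.14 relative to muscle fibre genes, or -0.46 without CLI replicate 13). PDK4 rose by 1.16 (adjusted p = 0.022). Proteasome genes had 28 falls and 3 not passed (median -0.33, but 0.23 with plain CPM, adjusted p = 5.98e-08, and adjusted p = 0.297 with an estimated correlation). Cytosolic ribosome genes had 3 rises, 17 falls and 55 not passed, or 2 rises and 10 falls adjusted over the list alone. Their median was -0.15, but 0.22 after quantile normalization (adjusted p = 0.0435, and adjusted p = 0.846 with an estimated correlation). They were not called without CLI replicate 13 (adjusted p = 0.0759). TRIM63 fell by 1.72 (adjusted p = 0.00016, but -0.15 relative to muscle fibre genes, or -0.28 without CLI replicate 13). FBXO32 fell by 0.64 (adjusted p = 0.048, but 0.93 relative to muscle fibre genes, or 0.64 without CLI replicate 13). FBXO32 lost its call in 29 fits that leave out 1 library, most of all without CLI replicate 13 (-0.36, adjusted p = 0.118).

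Macrophage and monocyte genes had 20 rises and 2 not passed (median 2.04, adjusted p = 2.75e-12, but adjusted p = 0.182 with an estimated correlation). Their mean per library was 1.89 higher (1.24 to 2.54, 16 of 16 above the IC median), with MRC1, the mannose receptor, at 2.7 (adjusted p = 2e-11). Complement genes had 16 rises and 2 falls (median 1.72, adjusted p = 4.95e-09), and mast cell genes 7 rises and 1 not passed (1.24, adjusted p = 0.000192). These had adjusted p = 0.134 and 0.182 with an estimated correlation. CPA3, the mast cell carboxypeptidase, rose by 1.82 (adjusted p = 5.5e-08), and TPSB2 by 1.93. Antigen presentation had 18 rises and 1 not passed, and 19 rises adjusted over the list alone (median 0.59, adjusted p = 1.7e-05, but adjusted p = 0.353 with an estimated correlation). The interferon response had 12 rises, 1 fall and 7 not passed, or 13 rises and 1 fall adjusted over the list alone. Its median was 0.43, but -0.12 with the values as deposited (adjusted p = 0.00469, and adjusted p = 0.454 with an estimated correlation). IRF7, a regulator of interferon, rose by 1.33.

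Collagens had 19 rises and 3 not passed (median 1.16, adjusted p = 2.64e-06), and proteases 14 rises and 5 not passed (1.17, adjusted p = 2.13e-05). These had adjusted p = 0.357 and 0.297 with an estimated correlation. Fibroblast genes had 11 rises and 8 not passed (median 0.43, but -0.13 with the values as deposited, adjusted p = 0.00172, and adjusted p = 0.391 with an estimated correlation). COL1A1 rose by 2.15 (adjusted p = 2e-06) and CTSK, a collagen-degrading cathepsin, by 2.05 (adjusted p = 1.7e-13). FBN1 rose by 1.62, ELN, elastin, by 1.57 and LUM, lumican, by 1.41. Basement membrane genes had 6 rises, 1 fall and 6 not passed, or 7 rises and 1 fall adjusted over the list alone. Their median was 0.42, but -0.15 with the values as deposited (adjusted p = 0.0435, and adjusted p = 0.637 with an estimated correlation), and they were not called without CLI replicate 13 (adjusted p = 0.0759). Adipocyte genes had 12 rises, 1 fall and 4 not passed, or 12 rises and 2 falls adjusted over the list alone (median 1.58, adjusted p = 0.00706). Their call was lost at adjusted p = 0.531 with an estimated correlation and included ADIPOQ (2.68, adjusted p = 1e-06).

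Endothelial genes were again not called (2 rose, 1 fell, 16 not passed, median 0.15, adjusted p = 0.655), though VCAM1, an adhesion molecule for leukocytes, rose by 1.86. Without CLI replicate 13, 3 more lists were called, and otherwise were not. They were developmental fibre (adjusted p = 0.0151), denervation and neuromuscular junction (0.0389), and cholesterol synthesis (0.0377). These 3, without that library, had adjusted p = 0.375, 0.380 and 0.278 with an estimated correlation.

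**Figure D4:**
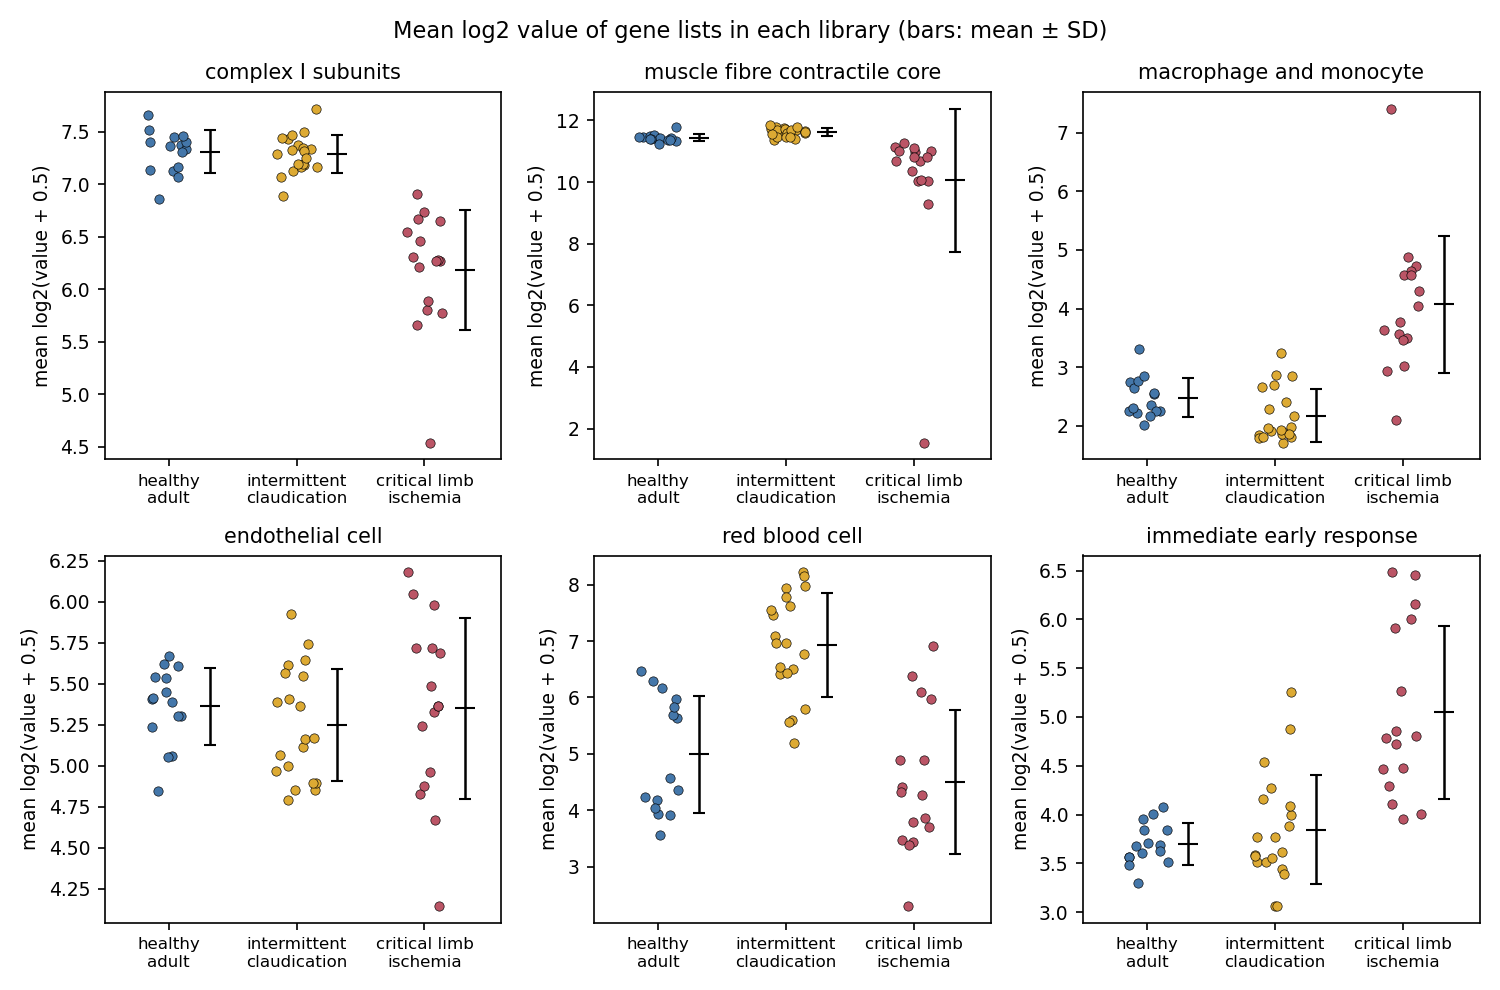
Mean log2 over the members of 6 gene lists, 1 point per library in HA, IC and CLI, with bars for mean ± SD. CLI replicate 13 has a contractile core mean of 1.55 and a macrophage mean of 7.41.

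The fold changes of IC and of CLI, both against the same 15 HA libraries, were compared over 14160 genes. Across genes, which are not independent replicates, they correlated at r = 0.102 with the same sign in 51.6%. In 100 simulations with no group effects, the shared libraries alone gave r = 0.386 (SD 0.150) and 62.8%. The covariance was 0.0134 against 0.00868 (SD 0.00488) in the simulations, 0.00470 above them. With HA split at random into 7 libraries for one comparison and 8 for the other, r averaged 0.0320 (SD 0.0918) over 100 splits, with the same sign in 49.0%. Of genes called in both, 39 were higher in both and 34 lower in both, where independent calls, which leave out the shared libraries, would give 21.2 and 25.1. With HA split, 17.02 were higher in both and 11.12 lower in both on average, from fewer HA libraries per comparison. Another 6 were higher in IC and lower in CLI (20.1 if independent), and 16 lower in IC and higher in CLI (26.5). HBA2 belongs to the former. LYVE1, C1QB, TPSB2, MS4A2 and SOD3, an extracellular superoxide dismutase (-0.57 in IC and 1.13 in CLI), belong to the latter.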

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

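Of the values in this part, those without CLI replicate 13 and the choice to look at opposite calls gene by gene came only after the results were seen, while the platelet test and its bound were set before its outcome was known.

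For 3 lists and 6 genes, IC and CLI were called in opposite directions against HA. CLI minus IC is the difference of those 2 fold changes, so choosing opposite calls made it nearly certain to pass, and its p adds no separate support. Macrophage and monocyte genes had medians of -0.32 in IC and 1.5 in CLI (CLI minus IC 2.04, camera adjusted p = 2.75e-12), complement genes -0.36 and 1.32 (1.72, adjusted p = 4.95e-09), and mast cell genes -0.70 and 0.63 (1.24, adjusted p = 0.000192). With an estimated correlation the calls of all 3 lists against HA were lost (adjusted p = 0.996 in IC and 0.291 in CLI for macrophages, 0.611 and 0.291 for complement, 0.227 and 0.537 for mast cells), as were the 3 differences (adjusted p = 0.182, 0.134 and 0.182). Over all settings, adjusted p for CLI against IC ran from 7.9e-29 to 0.182 for macrophages, from 1.6e-18 to 0.134 for complement and from 1.6e-09 to 0.182 for mast cells. The mast cell rise in CLI against HA was kept in 7 of 16 alternative settings (adjusted p 0.00108 to 0.712) and not without CLI replicate 13 (adjusted p = 0.0774). Among genes, LYVE1 went from -1.45 in IC to 0.69 in CLI (CLI minus IC 2.14, limma adjusted p = 2.4e-10), C1QB from -1.07 to 1.78 (2.85), MS4A2 from -0.72 to 0.55 (1.27), SOD3 from -0.57 to 1.13 (1.70), and TPSB2, whose fall in IC was not called without HA replicate 2 or 10 (adjusted p = 0.0501 and 0.0543, range over 68 settings 0.00315 to 0.9998), from -1.08 to 0.85 (1.93). HBA2 went the other way, from 2.35 in IC to -1.86 in CLI (CLI minus IC -4.21, adjusted p = 2.3e-08). These 6 are among 22 genes with opposite calls.

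Of the red blood cell list, HBA2 alone had opposite calls. In CLI against HA the list had a median of -0.60 and was not called by fry (adjusted p = 0.477). For the rise of the list in IC, more blood left in IC biopsies goes with the platelet list. Per library the platelet list was 0.65 higher in IC than in HA (95% interval 0.426 to 0.864, 20 of 20 libraries above the HA median). Its members included PPBP (1.51), PF4 (1.58), TUBB1 (1.04) and ITGA2B (1.06). Leaving blood out as the source would have needed an interval below 0.485, a bound set in advance from the red cell rise. The platelet list has 10 members, of which 2 passed the filter on low values, so it rests on low counts. A change in red cell precursors or in haemoglobin made by muscle was not tested, nor was a difference in the vessel volume of the muscle or in how biopsies were blotted. Disease group thus stays open beside sampling as a source of the red cell difference.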

How the results depend on the processing

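Tests chosen only after the results were seen are the values as deposited, list results without CLI replicate 13 and centring on the muscle fibre core without it. For CLI, the counts of genes (7035 against HA, 7911 against IC) stayed within 1.5 times under the other pseudocounts, filters, scalings and fits, edgeR and an adjusted p under 0.01, except as follows. Against HA, plain CPM gave 10579, the muscle fibre core 11818 (12539 without CLI replicate 13), and 1156 genes had a log2 fold change of at least 1. Against IC the core gave 12990 (13216), and 1262 genes had that fold. IC against HA (187) moved more: quantile normalization 123, core 0 by limma (71 at an unadjusted p under 0.05; edgeR without centring 180) and 336 without CLI replicate 13, only the libraries compared 1187, array weights 1625, normal scores 458, a residual component as covariate 539, 27 at an adjusted p under 0.01, and 32 at a log2 fold change of at least 1. The last 2 follow from stricter limits. The main fit takes each gene's variance from all 3 groups, CLI included. The median fold change of all genes was -0.0034 in it, in the fit to only the libraries compared and with the residual component. It was -0.19 with core centring, with and without CLI replicate 13. Within each of these sets the counts thus differ through the variance, not through the fold changes. The cause of the other changes was not tested. Leaving out each library in turn gave 136 (without HA replicate 14) to 386 (without CLI replicate 13) genes in IC against HA, 6734 to 7247 in CLI against HA and 7622 to 8081 in CLI against IC. Lists were rerun without CLI replicate 13 alone, with 15, 26 and 33 called.

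Called lists numbered 11, 28 and 32. With an estimated correlation 1, 0 and 0 were called by camera (4, 10 and 14 at an unadjusted p under 0.05), in IC against HA fry called 2 for direction and 0 for change either way (0 at an unadjusted p under 0.05, against 37 and 33 lists called in CLI against HA) and core centring 18, and in CLI against IC plain CPM 21, where the cause was not tested. Relative to other genes, cytosolic ribosome turned under quantile normalization (-0.059, 0.19 and 0.25 in the 3 comparisons), where the cause was not tested. Leaving out CLI replicate 13 turned hypoxia response in CLI against IC (-0.025 with the core and without it, as centring moves all genes alike), and hypoxia response and angiogenic factors in CLI against HA (-0.027 and -0.083), all not called in the main test. In the following, among others, only the direction a test gives differed from the sign of the mean: glucocorticoid response in CLI against HA (0.0087 with the core and no CLI replicate 13, and 0.023, the same under fry for either direction as under camera), hypoxia response in CLI against HA (0.037, or 0.043 as a plain mean under fry for direction) and against IC (0.039, or 0.056), and pericytes in CLI against IC (-0.053). Cell cycle genes, relative to other genes, lay at -0.019 in CLI against HA and -0.0071 against IC, with an upward direction in camera and fry. Circadian clock in CLI against HA without CLI replicate 13 lay at -0.0032, with an upward direction in camera.

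Of 75 named genes called in CLI against HA, 46 kept call and direction throughout, as did 34 of 44 in CLI against IC and 0 of 26 in IC against HA. There core centring ended every call but turned none of the 26 (HBB 2.04, CYP1A1 3.21, PITX1 1.83, LYVE1 -1.64, SIM2 -1.93). It made rises smaller and falls larger, as for EMCN (-0.72) and FBLN2 (-0.70). Without CLI replicate 13, which is in neither group, core centring left these fold changes as they were (HBB 2.04, LYVE1 -1.64). It then gave 336 calls, which included 120 of the main 187. The 0 of 26 thus follows from a setting whose outcome depends on CLI replicate 13. It cannot tell how many of the 26 are stable otherwise. CS, which was not called in IC against HA, turned to -0.14 there relative to the muscle fibre core, which was higher in IC. In the CLI comparisons genes that turned, called or not, did so at least relative to the muscle fibre core, which fell in CLI (value without CLI replicate 13 in brackets where it turned too). Against HA these were MRPL34 0.065, SUCLG1 0.022, FLT1 0.74 (0.072), RGS5 0.23, ESRRA 0.33, PSMD7 0.77 (0.25), TFAM 1.14 (0.55), CS 0.45 (0.0079), FBXO32 1.05 (0.76), TRIM63 0.12, SCN7A 0.11, IDI1 0.17 and PRDX3 0.49 (0.0017). Against IC they were COX5B 0.055, TBC1D1 0.14, TFAM 1.47 (0.88, and 0.45 with plain CPM), CS 0.58 (0.15) and FBXO32 0.93 (0.64). Plain CPM also raised the median of all genes against HA, from 0.02 to 0.47, but its values for single genes that turned are given here for TFAM against IC only. Mean complex I turned to 0.26 against HA and 0.47 (0.012) against IC, and mean endothelial genes to 1.37 (0.75) against HA. Depth limits genes near 1 scaled CPM, where a single read is worth up to 0.136.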

Other observations

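The test of macrophage against endothelial genes, the values without CLI replicate 13 and the choice of the lists in the next paragraph for description came only after the results were seen, while the other tests below were set before their outcome was known.

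Several lists that camera did not call held single genes with large differences in CLI against HA. In nerve and Schwann cell genes (4 rose, 2 fell, 4 not passed, adjusted p = 0.444), NGFR, the neurotrophin receptor of denervated Schwann cells, rose from 2.01 ± 1.62 to 20.1 ± 15.7 (log2 fold change 2.90 ± 0.32, limma adjusted p = 2.7e-10, 16 of 16 libraries), and SCN7A, a sodium channel of Schwann cells, fell by 1.27 (adjusted p = 3.9e-05, but 0.11 relative to muscle fibre genes, or -0.30 without CLI replicate 13). In cholesterol synthesis (2 rose, 8 fell, 8 not passed, adjusted p = 0.17), IDI1 fell by 1.21 (adjusted p = 1.9e-11, but 0.17 relative to muscle fibre genes, or -0.35 without CLI replicate 13) and MVK rose by 0.95 (adjusted p = 8.9e-07). Among glucocorticoid response genes (5 rose, 5 fell, 5 not passed, adjusted p = 0.796), FKBP5 (-1.52, adjusted p = 5.9e-07) and KLF15 (-1.60, adjusted p = 2.5e-06) fell while PDK4 rose by 2.21. Relative to muscle fibre genes FKBP5 and KLF15 lay at -0.13 and -0.21, or at -0.67 and -0.61 without CLI replicate 13. In atrophy genes (3 rose, 5 fell, 11 not passed, adjusted p = 0.444), KLF15 and TRIM63 (-1.26, and -0.83 without CLI replicate 13) were the lowest. Among antioxidant enzymes (7 rose, 5 fell, 11 not passed, adjusted p = 0.796), the extracellular SOD3 rose by 1.13 (adjusted p = 4.2e-08) and the mitochondrial PRDX3 fell by 0.90 (adjusted p = 2.4e-08, but 0.49 relative to muscle fibre genes, or 0.0017 without CLI replicate 13). MYBPH, a myosin-binding protein of developing fibres, rose by 2.7 (adjusted p = 0.00026, 15 of 16 libraries).

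Hypoxia response genes went both ways in CLI against HA (5 rose, 9 fell, 7 not passed, 7 rises and 9 falls adjusted over the list alone, median -0.21, camera adjusted p = 0.456). Fry passed both for change in either direction (adjusted p = 4.8e-12) and for direction, downward (adjusted p = 0.0236), while the mean over members was 0.043. ANGPTL4 rose by 2.83, and VEGFA and HK2 fell by 1.40 and 2.0. Relative to muscle fibre genes VEGFA and HK2 lay at -0.017 and -0.62, or at -0.65 and -1.35 without CLI replicate 13. Angiogenic factors were not called either (5 rose, 6 fell, 13 not passed, adjusted p = 0.854).

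The fall of nuclear mitochondrial genes in CLI is the first pattern weighed. A lower share of muscle fibre RNA, diluted alike by all other cell types, would raise macrophage and endothelial genes by similar amounts. Macrophage genes rose by 1.59 while endothelial genes did not (-0.01), a difference of 1.60 (1.02 to 2.19, and 1.43 without CLI replicate 13). This argues against dilution by all other cell types alike. It cannot decide on dilution mainly by some of them, such as macrophages, which would also give a difference. Relative to muscle fibre genes the endothelial median was 1.21, or 0.60 without CLI replicate 13, so uneven dilution stays open. Complex I lay at 0.26 relative to the muscle fibre core, or -0.20 without CLI replicate 13. A loss of fibre transcripts in general could therefore account for much of its fall. Length or GC bias as the whole cause is argued against, since correcting each library left a mean of -1.06 (-1.33 to -0.79) over 79 members, 88.0% of the value before, while moving other genes by 0.0647 in median. Handling stress stays open: immediate early and respiratory chain means correlated at r = -0.49 over the 16 CLI libraries (95% interval -0.792 to 0.00955, permutation p = 0.0481, adjusted over 2 tests 0.0961, and Spearman -0.356 with p = 0.178, adjusted 0.178), but at -0.0310 without the 2 libraries farthest out and -0.267 without CLI replicate 13, so the relation rests on few libraries.

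For CYP1A1 in IC, activation of the aryl hydrocarbon receptor is consistent with 9 other targets of the receptor, whose mean per library was 0.24 higher than in HA (0.107 to 0.382, permutation p = 0.0017, 16 of 20 libraries above the HA median), with AHRR at 0.95, CYP1B1 at 0.64 and NQO1 at 0.38. CYP1A1 was uneven, above the HA maximum of 0.460 in 13 of 20 IC libraries and in 6 of 16 CLI libraries, with a median of 7.40 in IC. What would activate the receptor, such as smoke, drugs or diet, was not tested, since the labels used here hold no exposure.

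Chance can be excluded for each count of genes at the level of 100 splits. In IC against HA the real split gave 187 genes and the highest other 2, in CLI against HA 7035 and 3612, and in CLI against IC 7911 and 713, so 1 of 100 splits, the real one, reached the count each time.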
